# Long Non-coding RNA MIR570MG Causes Regorafenib Resistance in Colon Cancer by Repressing miR-145/SMAD3 Signaling

**DOI:** 10.3389/fonc.2020.00291

**Published:** 2020-03-05

**Authors:** Fang Wei, Mofei Wang, Zhen Li, Yong Wang, Yong Zhou

**Keywords:** LncRNA MIR570MG, miR-145, SMAD3, TGFβ, metastatic colon cancer, regorafenib, resistance

## Abstract

An increasing number of studies have shown that long non-coding RNA (lncRNA) dysregulation plays a fundamental role in the development of various cancers, including colon cancer. Nonetheless, the mechanisms of lncRNA in regorafenib-resistance remain unclear. Our research revealed the lncRNA MIR570MG increased in regorafenib-resistant colon cancer cells compared to the regorafenib-sensitive cells. Furthermore, MIR570MG sponged miR-145, which declined in regorafenib-resistant colon cancer cell lines. More importantly, overexpression of miR-145 hampered cell proliferation and retrieved colon cancer regorafenib-sensitivity, contrary to the function of MIR570MG. Dual-luciferase reporter assay confirmed that miR-145 bound to 3′-UTR of SMAD3, a transcriptional modulator activated by TGFβ, resulting in blockage of TGFβ /SMAD3-mediated cell growth and cycle progression. Besides, ectopic expression of miR-145 inhibitor in the parental cells endowed resistance to regorafenib. Inversely, knockdown of MIR570MG impoverished resistance against regorafenib. Additionally, overexpression of MIR570MG conquered the suppression of tumor growth by miR-146 and rehabilitated the resistance to regorafenib in HCT116R human colon cancer mouse models. In summary, our findings suggested that MIR570MG promoted regorafenib resistance via releasing SMAD3 from miR-145, leading to activation of SMAD3-mediated signaling pathways.

## Introduction

Despite the achievement in multimodality therapy combining chemo-, radio- and targeted therapy over the last decade, the mortality and the recurrence rates of metastatic colorectal cancer are inadequate. Novel agents targeting epidermal growth factor receptor, insulin-like growth factor receptor, transforming growth factor-beta receptor and other growth factors were developed to treat advanced/refractory colorectal cancer. Recently, the United States Food and Drug Administrate has approved regorafenib, an oral multi-kinases inhibitor, for treating unresectable or metastatic colon cancer following first- and second-line therapy (1). regorafenib targets RAF, angiogenic, stromal and receptor tyrosine kinases. Nonetheless, the intrinsic and acquired resistance to regorafenib restrains its application further. So far, the exact mechanisms underlying resistance to regorafenib remain mostly unknown.

While the minority of genome encodes proteins, most of the genome comprises non-coding sequences. Most of the non-coding RNA is transcribed to RNA, including long non-coding RNA (lncRNA) with lengths exceeding 200 nucleotides. Increasing numbers of studies have identified that lncRNA, microRNA (miRNA), and protein-coding message RNA (mRNA) compose complex RNA networks by competitive association. Abnormal regulation or aberrant expression of various lncRNA plays a role in the initiation, progression, and relapse of colorectal cancer (2, 3).

At present, we found lncRNA MIR570MG upregulated in regorafenib-resistant cells, antagonizing apoptosis, loss of colony formation, and cell cycle arrest by regorafenib. Conversely, miR-145, one of the sponges of MIR570MG, deregulated in regorafenib-resistant cells. Moreover, we identified miR-145 targeted *SMAD3*. We hypothesized that MIR570MG: miR-145: *SMAD3* association played a pivotal role in acquired resistance to regorafenib.

## Materials and Methods

### Cell Lines and Chemicals

RPMI-1640 and fetal bovine serum (FBS) were purchased from Thermo Fisher Scientific Inc. (Waltham, MA, USA). The human colon cancer cell lines SW480 (catalog number: CCL228) and HCT116 (catalog number: CCL247) were obtained from American Type Culture Collection (Manassas, VA, USA). Cells were grown in RPMI-1640, supplemented with 10% FBS. All cell lines were maintained in a humidified incubator with 5% of CO_2_ and 95% air at 37°C.

Regorafenib (BAY 73-4506) Catalog No. S1178 was purchased from Selleck Chemicals (Houston, TX, USA). Dimethyl sulfoxide (DMSO) and 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) were obtained from Merck & Co. (Kenilworth, NJ, USA). siRNA negative control and siRNA targeting MIR570MG was synthesized in Origene Technologies, Inc. Rockville, MD, USA).

### Construction of Expression Plasmids and Stable Cell Lines

According to the manufacturer's protocols (OriGene Technologies, Inc. Rockville, MD, USA), lncRNA MIR570MG was amplified and inserted into expression vector pLenti-C-mGFP. miR-145 was cloned and inserted into expression vector pCMV-MIR-GFP. HCT116 cells were transfected with pLenti-C-mGFP-MIR570MG followed the standard procedures. Subsequently, cells expressed GFP-MIR570MG stably were selected by a fluorescence microscopy (Olympus IX70, Shinjuku, Tokyo, Japan). The stable sublines were transfected with pCMV-MIR-GFP-miR-145, followed by a selection with Neomycin.

### Establishment of Acquired Regorafenib Resistant Cells

Both SW480 and HCT116 were exposed to stepwise increasing regorafenib for over 12 months. The survival cells were subsequently passaged and grew under the same conditions for more than 20 passages with 0.02 μM regorafenib. The regorafenib-adapted cells named SW480R and HCT116R.

### MTT Assay

Cells were seeded on a 96-well plate and allowed to attach overnight. Different concentrations of regorafenib (range, 0.01–20 μM) or DMSO were used to treat cells. Cell viability was determined with MTT. The half-maximum inhibitory concentration (IC_50_) values were calculated by interpolation from the dose-response curves. Results represented the median of three independent experiments, each performed in triplicate.

### Dual-Luciferase Assay

Wild-type (MI) or MIR570MG mutant (MI Mut), together with miR-145, were transfected into SW480 cells. Furthermore, wild-type (wt) or mutant (Mut) of the miR-145, along with 3′-untranslated region (3′-UTR) of *SMAD3*, were transfected into SW480R cells. Twenty-four hours later, cells were lysed, and the relative light unit was detected by dual luciferase assay followed the manufacturer's protocol (Promega Corporation, Madison, WI, USA).

### Western Blot

Lysis buffer (Thermo Fisher Scientific, Inc., Waltham, MA, USA) was used to extracted protein from cell precipitation. The concentration was measured by a Pierce BCA Protein Assay Kit. A total of 30 μg protein was resolved on a 10% gel using SDS-PAGE. The lysis buffer, BCA Protein Assay Kit, and gel were obtained from Thermo Fisher Scientific, Inc. (Waltham, MA, USA). Subsequently, proteins were transferred to a PVDF membrane (Millipore, Burlington, MA, USA). The membranes were blocked in 5% skimmed milk in TBS-Tween for 1 h at room temperature and incubated with the following primary antibodies: mouse monoclonal antibodies Smad3 (sc-101154), XIAP (sc-55551), cyclin D1 (sc-8396) and Cdk4 (sc-23896) at 4°C overnight, after which time the membranes were incubated with mouse IgG kappa binding protein (m-IgGκ BP) conjugated to Horseradish Peroxidase (sc-516102). GAPDH (sc-47724) served as the loading control. All antibodies were purchased from Santa Cruz Biotechnology, Inc. (Dallas, TX, USA). The dilution of primary antibodies was 1:1,000 and the dilution of the secondary antibody were 1:2,000. Signals were collected using enhanced chemiluminescence (Pierce; Thermo Fisher Scientific, Inc.).

### Quantitative Reverse Transcript-Polymerase Chain Reaction

Total RNA was extracted using a RNeasy Mini Kit (QIAGEN, Hilden, Germany) according to the manufacturer's protocol. Reverse transcription of RNA to cDNA was performed using a QuantiTect Whole Transcriptome Kit (QIAGEN, Hilden, Germany). PCR amplification was performed with the LightCycler® 480 Block system (Roche, Basel, Switzerland) followed the instrument's protocol. GAPDH served as the housekeeping gene to normalize the expression of lncRNA and mRNAs, while U6 served as the reference gene to normalize miR-145 expression. Gene expression levels were calculated relative to the expression of the housekeeping genes with the ΔΔCq method (4). The primer sequences were as follows: MIR570MG, Forward, 5′-TTGTGCTCATGTGATGGGGG3′, Reverse, 5′-GTGGTATAATGCGCAGAAGGTAAT-3′. *miR-145*, Forward, 5′-GTCCAGTTTTCCCAGGA-3′, Reverse, 5′-GAACATGTCTGCGTATCTC-3′; *SMAD3*, Forward, 5′-TGAGGCTGTCTACCAGTTGACC-3′, Reverse, 5′-GTGAGGACCTTGTCAAGCCACT-3′; *XIAP*, Forward, 5′-TGGCAGATTATGAAGCACGGATC-3′, Reverse, 5′-AGTTAGCCCTCCTCCACAGTGA-3′; *CCND1*, Forward, 5′-TCTACACCGACAACTCCATCCG-3′, Reverse,5′-TCTGGCATTTTGGAGAGGAAGTG-3′; *CDK4*, Forward, 5′-CCATCAGCACAGTTCGTGAGGT-3′, Reverse, 5′-TCAGTTCGGGATGTGGCACAGA-3′; *GAPDH*, Forward, 5′-GTCTCCTCTGACTTCAACAGCG-3′, Reverse, 5′-ACCACCCTGTTGCTGTAGCCAA-3′; *U6*, Forward, 5′-CCGTATGACCTCCTTCCACAGA-3′, Reverse, 5′-TCTGTCCACCTCTGAAACCAGG-3′.

### Cell Cycle Analysis

Cells were aliquoted and placed into 60-mm petri dishes, followed by the previous description (5). The BD CellQuest Pro™ Software (version 5.1) was provided by the Becton, Dickinson and Company Corporate (Franklin Lakes, NJ, USA). Cell cycle analysis was performed with ModFitLT for Windows version 5.0.

### Apoptosis Assay

Cells expressing lncRNA, miRNA, or the combination were exposed to regorafenib. Twenty-four hours later, the JC-1 assay was conducted, followed by flow cytometry. The details were described previously (6). JC-1 dye obtained from Thermo Fisher Scientific (Waltham, MA, USA).

### LncRNA Array

Three clones of SW480R were used for PrimePCR lncRNA array (QIAGEN, Hilden, Germany), and the data were analyzed with the QIAGEN GeneGlobe Data Analysis Center (https://geneglobe.qiagen.com/us/analyze/) followed the manufacture's protocol. Data gained from at least three independent experiments. RNAs (fold change >1.0 and *P* < 0.05) were considered expressed differentially between two groups.

### Prediction of Putative LncRNA, miRNA, and mRNA Association

Interactions between lncRNA and miRNA, as well as the miRNA-mRNA, were predicted with starBase version 2.0 (http://starbase.sysu.edu.cn/index.php) and MicroRNA Target Prediction Database (miRDB, http://www.mirdb.org/) followed the previous instrument (7, 8).

### Generation of Human Colon Cancer Xenografts

All studies were approved by the Medical Ethics Committee of the Fourth Affiliated Hospital of China Medical University and conducted according to the guideline of the Experimental Animal Center of the Fourth Affiliated Hospital of China Medical University. Four to five weeks old BALB/c nude female mice were obtained from Beijing Laboratory Animal Research Center (Beijing, China). Mice were housed in specific-pathogen-free conditions. 2 × 10^6^ HCT116R cells expressing control, miR-145 or miR-145 along with MIR570MG stably was injected in mice subcutaneously. Mice carried approximately 100 mm^3^ tumors were divided into three groups randomly (six per group) post-injection. Mice received daily regorafenib 30 mg/kg body weights by gavage for 4 weeks according to the previous studies (9, 10). Tumor volumes were measured every 4 days with a digital caliper according to the formula V = 0.5 × (W^2^ × L), where V defined as volume, W defined as minor axis and L defined as the major axis of the measurement. Twenty-eight days later, mice were euthanasia with carbon dioxide inhalation. Tumors were resected, weighed and photographed. Besides, the expression of interesting lncRNA, miRNA, and mRNA were accessed by immunoblot and qRT-PCR, respectively.

### Statistical Analysis

The results present as the mean ± standard deviation of three independent experiments. Comparisons of various groups were carried out using two-way ANOVA. Dunnett's multiple comparisons test was performed to compare the mean of each group with the mean of the control group. *P* < 0.05 was considered to indicate a statistically significant difference.

## Results

### Chronic Regorafenib Exposure to Generate Regorafenib-Resistant Cells

Colon cancer cell lines SW480 and HCT116 were treated with stepwise escalating regorafenib for over 12 months, and the resultant clones were harvested. We characterized three clones termed SW480R and HCT116R. Figure 1A showed that the adapted subclones developed resistance against regorafenib significantly compared to the parental cells. The half-maximal inhibitory concentration (IC_50_) values for SW480R were approximately five times those for SW480 (19.41 vs. 4.303 μM). Likewise, the IC_50_ values for HCT116R were 11.57 μM, which were four times greater than those for HCT116 (2.953 μM). The IC_50_ values for all subclones of SW480 and HCT116 were shown in Figure S1. The results in Figure 1B indicated that 36 h-treatment with 1 μM regorafenib failed to inhibit the viability of SW480R cells, whereas the same exposure to regorafenib retarded SW480 cells viability significantly. Figure 1C exhibited similar results in HCT116R, where 12 h-exposure to 1 μM regorafenib changed the viability of HCT116R little while inhibited that of HCT116 evidently. Furthermore, Cell cycle distribution of the regorafenib-resistant cells and the parental cells post regorafenib treatment were analyzed by flow cytometry. As shown in Figure 1D, 1 μM regorafenib had little effect on cell cycle distribution of SW480R while that induced significant G1 phase arrest of SW480. Comparably, the HCT116R population in the G1 phase changed hardly, whereas the HCT116 population in the G1 phase increased remarkably post-1 μM regorafenib exposure (Figure 1E). In addition, cell apoptosis was accessed with the JC-1 assay followed by flow cytometry. As shown in Figure 1F, apoptotic SW480 cells raised significantly (1.59 vs. 7.58%) while apoptotic SW480R cells increased slightly (1.42 vs. 2.05%) post-1 μM regorafenib treatment (Figure 1G). Consistently, apoptotic HCT116 cells raised from 1.667 to 16.63% (Figure 1H) while apoptotic HCT116R cells increased from 1.37 to 1.81% post equal regorafenib treatment (Figure 1I). Hence, we performed the following *in vitro* experiments with 1 μM regorafenib. Briefly, these results indicated that we established regorafenib-resistant cells.

**Figure 1:**
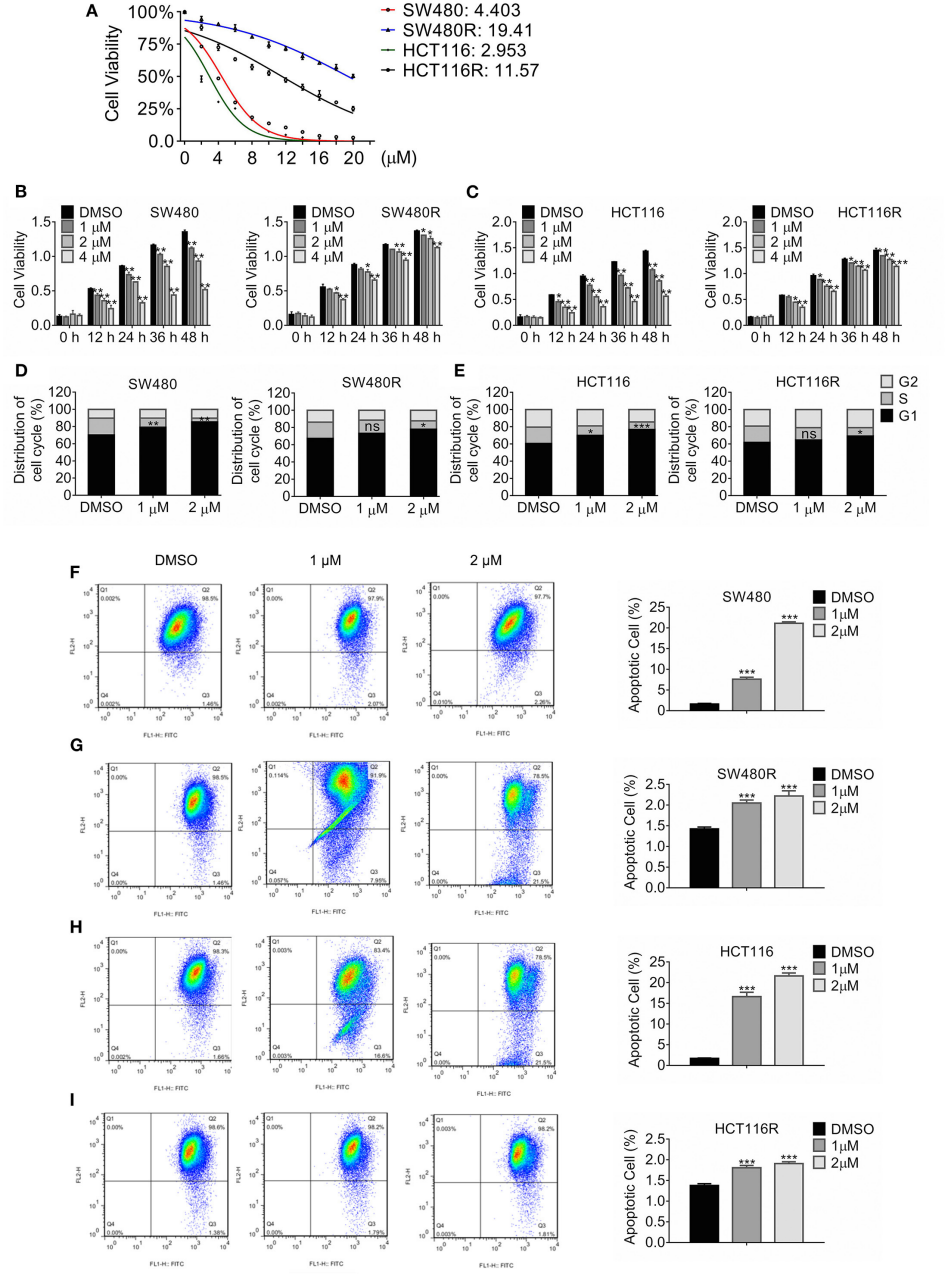
Growth profile of Regorafenib-resistant cells. **(A)** The viability of the indicated cells was detected by MTT assay post-treatment with regorafenib 72 h. The IC50 values for the indicated cells were estimated. Data are mean ± SD (error bars) of three individual experiments. **(B,C)** The cell viability of SW480R and HCT116R, as well as their parental cells, was detected by MTT assay post-treatment with increasing concentrations of regorafenib at the indicated time-point. Data are mean ± SD (error bars) of three individual experiments. *P < 0.05, **P < 0.01, vs. DMSO. **(D,E)** Distribution of cell cycle of SW480R and HCT116R, as well as the parental cells. Cells were exposed to regorafenib or DMSO for 24 h and flow cytometry was performed post DNA staining with propidium iodide. Data obtained from three independent experiments were shown. Data represent mean ± SD. ns, no significance. *P < 0.05, **P < 0.01, ***P < 0.001, vs. DMSO. Apoptosis of SW480 **(F)**, SW480R **(G)**, HCT116 **(H)**, and HCT116R **(I)** were measured by JC-1 apoptosis assay post-exposure of regorafenib or DMSO for 24 h. Data represents mean ± SD of three individual experiments. ***P < 0.001 vs. DMSO.

### LncRNA MIR570MG Upregulates in Regorafenib-Resistant Cells and Promotes Cell Viability

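SW480R, the regorafenib-resistant line, and its parental line SW480, an established human colorectal cancer cell line, were compared on an RT-qPCR array of lncRNAs, with 3 clones of each line. SW480R had been exposed to stepwise increases of regorafenib, a multikinase inhibitor, for more than 12 months and then passaged in 0.02 μM regorafenib. The paper gives more than 20 passages at this concentration, while the sample labels list passage 10 for SW480R and passage 0 for SW480. Each array had 96 wells, of which 84 held lncRNA assays, 5 held the reference assays ACTB, B2M, GAPDH, HPRT1 and RPLP0, 1 held a genomic DNA control, 3 held reverse transcription controls and 3 held positive PCR controls. Each clone had 1 threshold cycle (Ct) per well, the PCR cycle at which the fluorescence crossed the detection threshold, so a lower Ct stands for more template. The Ct of the lncRNA assays were between 18.05 and 24.97, all below the limit of 35 set for low levels, and the genomic DNA control was between 35.05 and 35.97. The number of clones limits the precision, and no technical repeats of a well were used here.
The authors deposited the raw Ct and the ΔCt, in which a reference Ct is subtracted from the Ct of each well. A comparison of both tables showed that the subtracted value differed by well. In 63 lncRNA assays (wells A01 to F03), 18.51 cycles were subtracted in every clone, which was the mean of the 5 reference assays over the 6 clones. In the other 21 lncRNA assays and the 12 reference and control wells (F04 onward), the mean of the reference assays in the same clone was subtracted, which ranged from 18.22 cycles in SW480 clone 2 to 18.79 cycles in SW480 clone 1. The deposited ΔCt were used unchanged, with the sign reversed so that a positive log2 fold change stands for more RNA in SW480R. The 84 lncRNA assays were compared between the lines with limma, with P-values adjusted by the Benjamini-Hochberg method. The paper's own criteria were a fold change above 1 and a P-value threshold of 0.05, applied to data analyzed with the array maker's web tool. In 190 of the 192 groups of 3 clones (each of the 96 wells in each line), the raw Ct of the 3 clones lay within the same whole cycle, and the median SD between clones was 0.25 cycles for the lncRNA assays. With a spread this even across assays, limma gave its shared estimate of the spread 58.7 prior degrees of freedom, against 4 from the clones of each assay, so the P-values rest mainly on that shared estimate. The whole-cycle form of the Ct was not explained, which leaves this estimate in doubt. The size of the P-values computed from it, and the calls they give, are in doubt with it. An exact permutation test of 3 clones against 3 cannot give a P-value below 0.1.

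**Figure D1:**
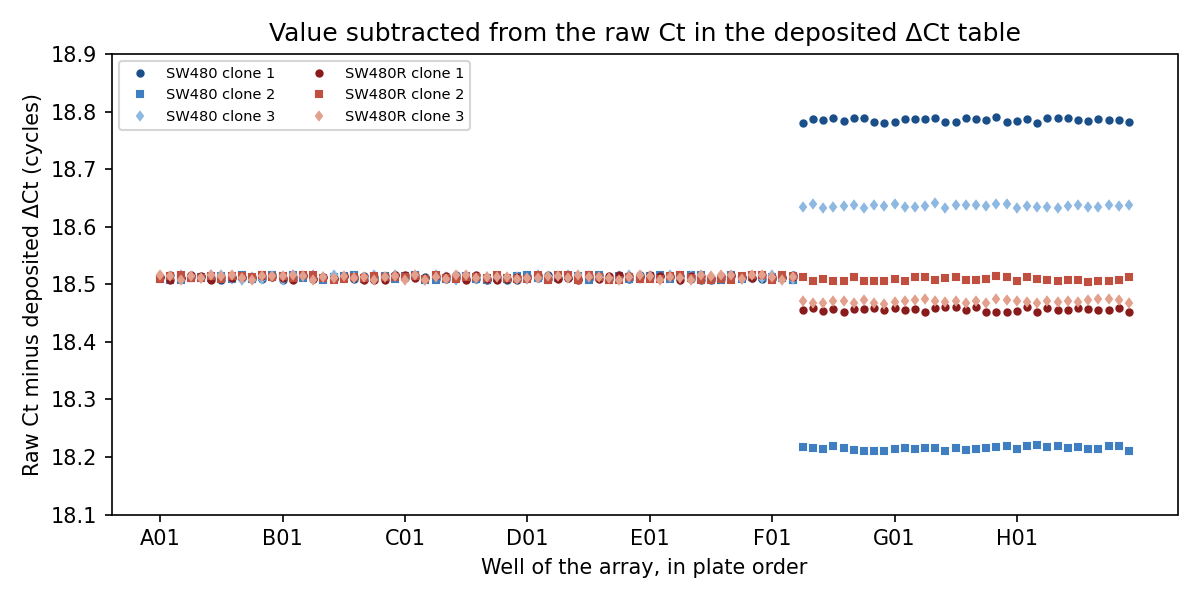
Raw Ct minus deposited ΔCt, in cycles, for each of the 96 wells in plate order, with 1 symbol per well for each of the 6 clones. The symbols of all clones lie together at 18.51 cycles up to well F03 and lie apart, at the mean of the reference assays in each clone, from well F04 onward.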

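None of the 84 lncRNA assays carries the name MIR570MG in the annotation of the array, so each value is given under the assay's listed name. At an unadjusted P-value threshold of 0.05, 18 of the 84 lncRNA assays differed between the lines, 11 higher and 7 lower in SW480R, where chance alone gives 4.2. After adjustment 16 remained past the threshold, 10 higher and 6 lower. In 23 assays (27.4%) the 3 SW480R clones all lay on one side of the 3 SW480 clones, against 10% by chance. The reference assay used moved these counts most, since with GAPDH alone 8 assays were higher and 11 lower after adjustment.
The largest difference was found for AC069513.3, listed with the gene identifier ENSG00000242086 and without a transcript. Its ΔCt was 6.05 ± 0.32 cycles (SD, n = 3) in SW480 and -0.04 ± 0.26 cycles (SD, n = 3) in SW480R. The log2 fold change was 6.09 (standard error 0.25, adjusted P = 4.3e-32 from limma with Benjamini-Hochberg adjustment), a 67.9-fold difference, and it stayed between 5.94 and 6.26 when each clone was left out in turn. Without the shared estimate of the spread, the adjusted P of limma's fit was 0.0012, and over all the alternatives it ranged from 1.2e-80 to 0.012. In the authors' deposited table, the fold changes of SW480R clones 1, 2 and 3 over the SW480 clones of the same number were 65.1, 68.3 and 70.5. H19 (ENSG00000130600) followed with a log2 fold change of 3.24 (standard error 0.24, adjusted P = 2.7e-18 from limma). KCNQ1OT1 (ENSG00000269821), which lies within KCNQ1 in the RefSeq annotation of GRCh38.p14, had a log2 fold change of 3.14 (standard error 0.25, adjusted P = 1.8e-17 from limma). Its ΔCt was 2.92 ± 0.43 cycles (SD, n = 3) in SW480 and -0.22 ± 0.14 cycles (SD, n = 3) in SW480R. Next were lnc-PSMC5-1, with a log2 fold change of 1.54, and CTD-2201E18.3 in well B03, with 1.35. The same CTD-2201E18.3 transcript is also listed in well A11, where the log2 fold change was 0.23 (adjusted P = 0.65 from limma).
Among the assays that were lower in SW480R, lnc-CTAGE5-4, placed by the array's annotation on chromosome 14 from 40469150 to 40470382 without a genome build, had the largest difference, with a log2 fold change of -2.78 (standard error 0.25, adjusted P = 3.9e-15 from limma). The log2 fold changes of SVIL-AS1 in well G09, MEG8 and HOXA-AS2 were -1.97, -1.80 and -1.76. On a linear scale without the shared estimate of the spread, SVIL-AS1 in well G09 did not pass (adjusted P = 0.12 from that fit). Other SVIL-AS1 transcripts had log2 fold changes of 1.27 in well E08 (adjusted P = 1.8e-05 from limma) and 0.07 in well F10 (adjusted P = 0.92 from limma). FAM95B1 in well E05 was lower by less, with a log2 fold change of -0.69 (adjusted P = 0.032 from limma), and its adjusted P rose to 0.075 when the mean of the reference assays in the same clone was subtracted in all assays, a setting chosen after seeing the data. Over all the alternatives its adjusted P ranged from 0.0020 to 0.76. The assays of other FAM95B1 transcripts in wells D01 and D05 had log2 fold changes of -0.11 and 0.22 and did not pass (adjusted P = 0.87 and 0.65 from limma), and with GAPDH alone that in well D05 was -0.20. The preset rule takes only assays in which the SW480R clones lie entirely on one side of the SW480 clones. Such assays always give P = 0.1 in the two-sided exact permutation test, the smallest that 3 clones against 3 allow. Neither the separation nor this P-value is therefore separate support for the 10 named lncRNA assays. Outside the rule, lnc-ZXDB-1 (well B04, 1.32), SVIL-AS1 (well E08, 1.27), TSIX (1.24), AC068039.4 (1.14) and ENSG00000227066 (well C09, 1.03) also passed after adjustment as higher. CTC-459F4.3 (well D06, -0.67) passed as lower. The 68 assays that did not pass after adjustment had log2 fold changes between -0.51 and 0.49. From this array the paper took 1 lncRNA forward to qRT-PCR in the cell lines, and its text gives no array value.

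**Figure D2:**
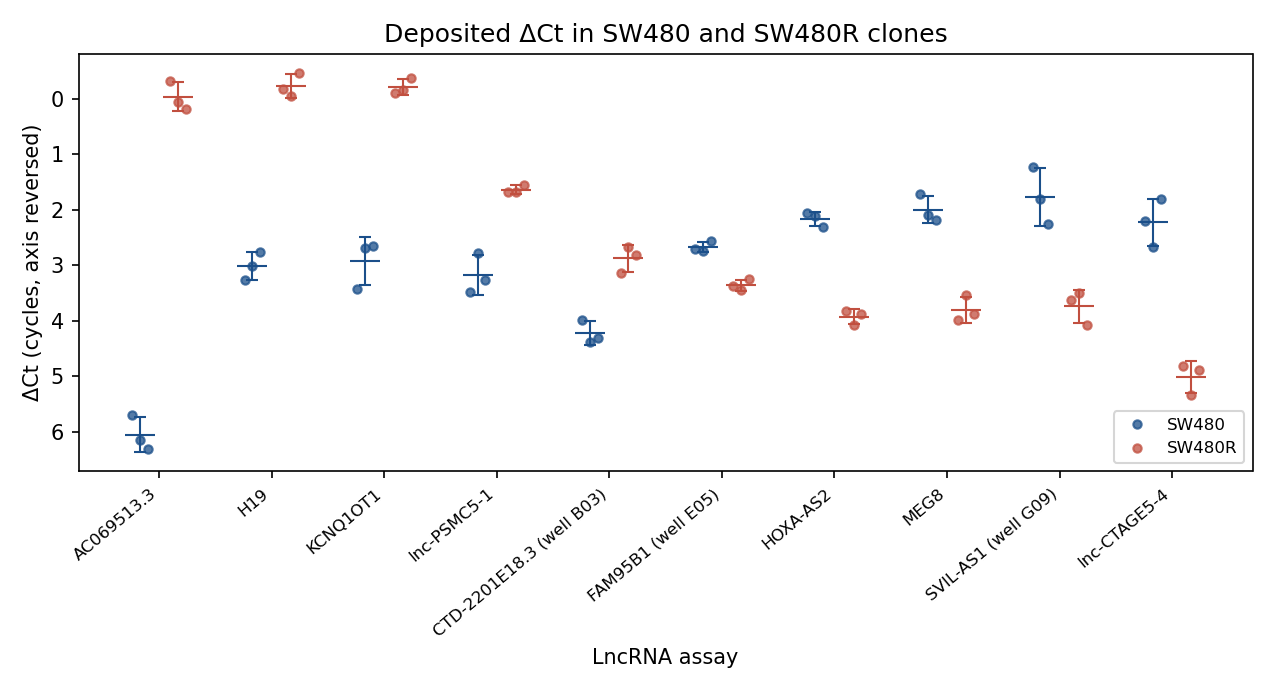
Deposited ΔCt, in cycles on a reversed axis so that more RNA is higher, of the 10 lncRNA assays named by the preset rule, with 1 point per clone and a bar and whiskers for the mean and SD (n = 3) of SW480 and SW480R. From left to right the log2 fold change runs from 6.09 for AC069513.3 to -2.78 for lnc-CTAGE5-4.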

According to the analysis of the LncRNA microarray, we found the lncRNA MIR570MG increased significantly in regorafenib-resistant cells. The result was validated in cell lines by qRT-PCR analysis. First, MIR570MG distinctively overexpressed in regorafenib-resistant cells in comparison with their corresponding parental cells (Figure 2A). Second, results in Figure 2B revealed that MIR570MG overexpression promoted cell viability and conferred parental cells resistance to regorafenib. Inversely, siRNA targeting MIR570MG impaired cell viability of SW480R and HCT116R and deprived the resistance to regorafenib (Figure 2C). Third, colony formation assay was performed to investigate the effects of MIR570MG on clonogenicity. Results in Figure 2D showed that regorafenib inhibited colony formation of SW480 cells significantly while overexpression of MIR570MG overcame the inhibition. Alternatively, regorafenib had little effect on the clonogenicity of SW480R while knockdown of MIR570MG recovered sensitivity to regorafenib (Figure 2E). Equal results were gain in HCT116 and HCT116R cells, respectively (Figures 2F,G). Furthermore, cell cycle analysis was conducted to explore the effect of regorafenib on cell cycle progress. As seen in Figure 2H, overexpression of MIR570MG in SW480 reduced the G1 phase arrest triggered by regorafenib (vec+R, 66.58 vs. MI+R, 44.68%). Similar results were observed in HCT116 cells. Unlikely, Figure 2I proved that knockdown of MIR570MG in SW480R provoked the G1 phase arrest by regorafenib (si-NC+R, 55.08 vs. si-MI+R, 74.53%), as well as in HCT116R. Additionally, a JC-1 assay was performed to detect the effect of MIR570MG on apoptosis. Figure 2J indicated that ectopic expression of MIR570MG in SW480 reduced apoptosis compared to control (vector+R, 1.634 vs. MI+R, 1.14%), whereas the si-MIR570MG promoted apoptosis post-regorafenib exposure (si-NC+R, 1.441 vs. si-MI+R, 1.14%). Similar results were observed in HCT116 cells (Figure 2K). Conversely, knockdown of MIR570MG triggered apoptosis of regorafenib-resistant cells compared to siRNA negative control and recovered the sensitivity to regorafenib. In brief, we found MIR570MG overexpressed in regorafenib-resistant cells and enhanced cell viability by retarding G1 phase arrest and apoptosis.

**Figure 2:**
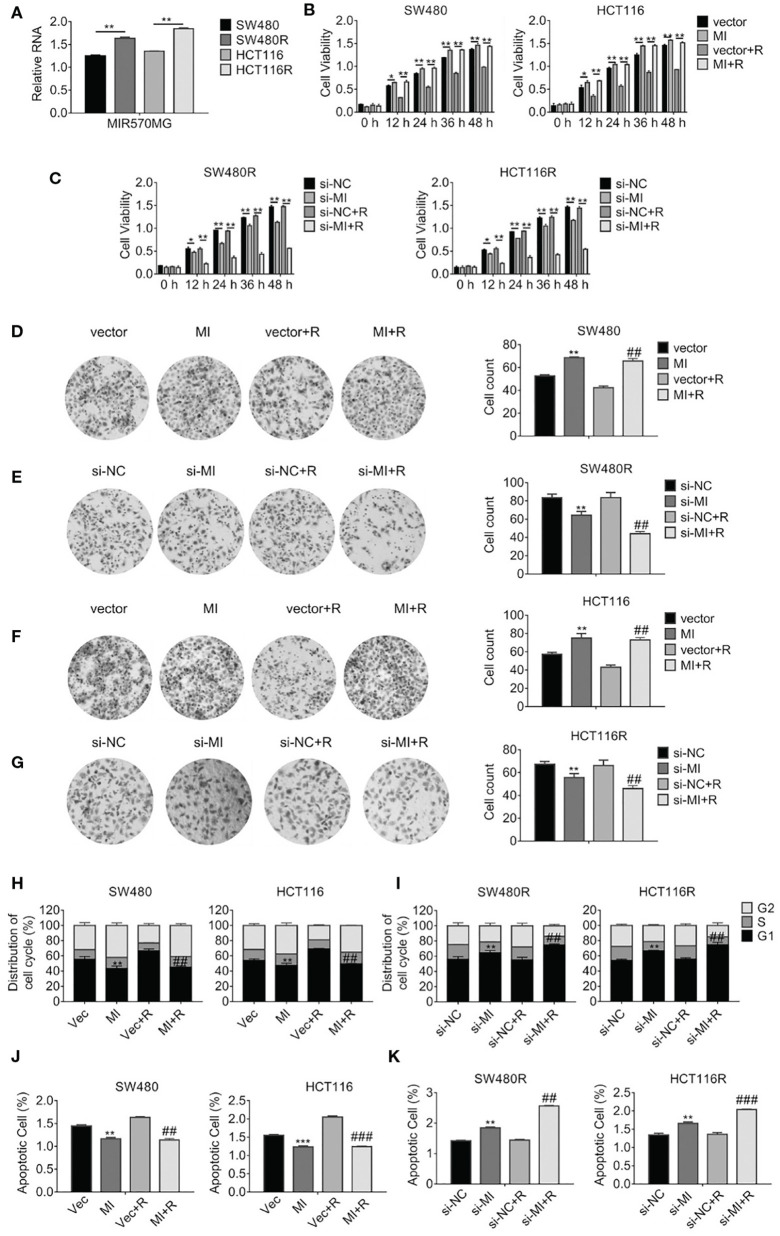
LncRNA MIR570MG expression increases and enhances the cell viability of regorafenib-resistant cell lines. **(A)** Expression of MIR570MG in regorafenib resistant- and parental cells. **(B)** The viability of the indicated cells was accessed by the MTT assay. Cells expressing MIR570MG or vector were exposed to regorafenib. MTT assay was performed at the indicated time-points. **(C)** The viability of the indicated cells was accessed by the MTT assay. Cells expressing si-MIR570MG or si-NC were exposed to regorafenib before MTT assay. **(D–G)** Clonogenicity of the indicated cells was measured by colony formation. Cells were transfected with MIR570MG or si-MIR570MG for 24 h prior to regorafenib treatment and colony formation assay was conducted. **(H,I)** The distribution of the cell cycle of the indicated cells was analyzed by flow cytometry. Cells are expressing MIR570MG or si-MIR570MG at the presence or absence of regorafenib. Twenty-four hours later, the flow cytometry analysis was carried out. **(J,K)** The apoptosis of the indicated cells was accessed by the JC-1 assay, followed by flow cytometry analysis. Cells expressing MIR570MG or si-MIR570MG were exposed to regorafenib. Data represents mean ± SD of three individual experiments. *P < 0.05, **P < 0.01, ***P < 0.001, vs. vector or si-NC; ^*##*^*P* < 0.01, ^*###*^*P* < 0.001, vs. vector or si-NC plus regorafenib exposure. MI, MIR570MG; si-MI, si-MIR570MG; NC, negative control; R, Reg, 1 μM regorafenib exposure.

### MIR570MG Promotes Cell Viability by Sponging miR-145

Considering the prediction performed by miRbase (http://www.mirbase.org/), we found miR-145 was one of the sponges of MIR570MG, and their potential interaction was shown in Figure 3A. Particularly, miR-145 was deregulated in regorafenib-resistant cells compared to their corresponding parental cells (Figure 3B). To investigate the interaction between MIR570MG and miR-145, we generated the MIR570MG mutant which was deficient in binding miR-145. Dual-luciferase assay was performed with cells expressing MIR570MG or MIR570MG mutant, along with miR-145 mimic. Results in Figure 3C proved that MIR570MG inhibited fluorescence intensity of miR-145 significantly while MIR570MG mutant changed little. The expression of miR-145 decreased notably in cells expressing MIR570MG, whereas that increased in cells expressing si-MIR570MG (Figure 3D). The introduction of miR-145 inhibitor had identical results with ectopic expression of MIR570MG (Figure 3E). To examine the effect of MIR570MG: miR-145 interaction on cell growth, MTT assay was conducted. As shown in Figure 3F, knockdown of miR-145 enhanced the corresponding parental cell growth while the expression of miR-145 inhibitor and si-MIR570MG simultaneously hampered the promotion compared to the control. Consistent with the results, overexpression of miR-145 repressed the growth of regorafenib-resistant cells while co-expression of miR-145 and MIR570MG recovered growth (Figure 3G). Besides, overexpression of miR-145 inhibitor enhanced the colony formation of SW480 and HCT116, whereas the combination of miR-145 inhibitor and si-MIR570MG rescued the clonogenicity (Figures 3H,I). Alternatively, the introduction of miR-145 mimic deregulated the colony formation of SW480R and HCT116R, whereas the combination of miR-145 mimic and MIR570MG provoked the clonogenicity (Figures 3J,K).

**Figure 3:**
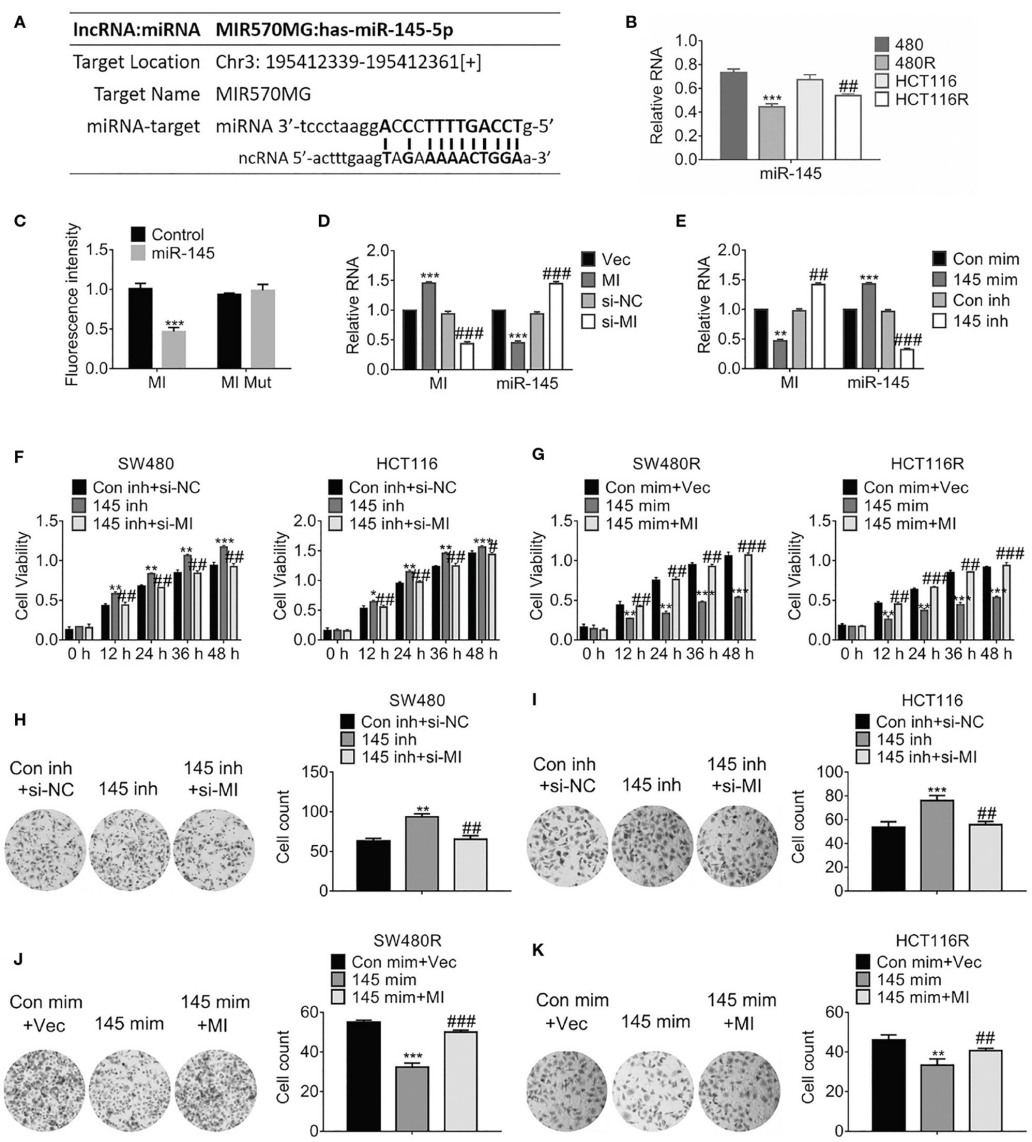
MIR570MG sponges miR-145 and reverses miR-145-mediated growth suppression. **(A)** Schematic diagram of putative binding sites between MIR570MG and miR-145. **(B)** Expression of miR-145 in the indicated cell lines. **P < 0.01, vs. SW480; ^*##*^*P* < 0.01, vs. HCT116. **(C)** Dual-luciferase activity of miR-145 promoter. MI, wild type MIR570MG; MI Mut, MIR570MG mutant. ***P < 0.001, vs. control. **(D)** Expression of the indicated RNA in cells expressing MIR570MG or si-MIR570MG. ***P < 0.001, vs. vector; ^*###*^*P* < 0.001, vs. si-negative control. **(E)** Expression of the indicated RNA in cells expressing miR-145 mimic or miR-145 inhibitor. **P < 0.01, ***P < 0.001, vs. control-mimic; ^*##*^*P* < 0.01, vs. control-inhibitor. **(F)** Viability of SW480 and HCT116 cells was accessed by MTT assay at the indicated time-points. *P < 0.05, **P < 0.01, ***P < 0.001, vs. control; ^#^*P* < 0.05, ^*##*^*P* < 0.01, vs. miR-145 inhibitor. **(G)** Viability of SW480R and HCT116R cells was accessed by MTT assay at the indicated time-points. **P < 0.01, ***P < 0.001, vs. control; ^*##*^*P* < 0.01, ^*###*^*P* < 0.001, vs. miR-145 mimic. **(H,I)** Colony formation of the indicated cells expressing miR-145 inhibitor or miR-145 inhibitor combined with si-MIR570MG. **P < 0.01, vs. control; ^*##*^*P* < 0.01, vs. miR-145 inhibitor. **(J,K)** Colony formation of the indicated cells expressing miR-145 mimic or miR-145 mimic combined with MIR570MG. ***P < 0.001 vs. control; ^*##*^*P* < 0.01 vs. miR-145 mimic. Data represents mean ± SD of three individual experiments. Vec, vector; MI, MIR570MG; si-NC, negative control; si-MI, si-MIR570MG; Con mim, control mimic; 145 mim, miR-145 mimic; Con inh, control inhibitor; R, Reg, 1 μM regorafenib exposure.

### miR-145 Targets SMAD3 and Prohibits SMAD3-Promoted Growth

In light of the prediction of miRDB, we found miR-145 targeted SMAD3 and the estimated binding sites were shown in Figure 4A. To investigate the details, we constructed the SMAD3 mutant where the 3′-untranslational regions of SMAD3 failed to combine miR-145. Figure 4B suggested the fluorescence intensity of SMAD3 fell significantly while that of the SMAD3 mutant was constant compared to the control. Importantly, SMAD3 was upregulated in the regorafenib-resistant cells compared to their parental cells on protein levels (Figure 4C) and mRNA levels (Figure 4D). Furthermore, forced expression of miR-145 inhibitor promoted the SMAD3 expression (Figures 4E–H). Conversely, expression of miR-145 mimic attenuated the SMAD3 expression in SW480 (Figures 4I–L). To access the effect of miR-145 on viability, cells were transfected with miR-145 or combination of miR-145 and SMAD3 before regorafenib exposure. As shown in Figures 4M,N, miR-145 overexpression rehabilitated the response to regorafenib; however, simultaneous expression of SMAD3 and miR-145 recovered the resistance against regorafenib in SW480R and HCT116R cells.

**Figure 4:**
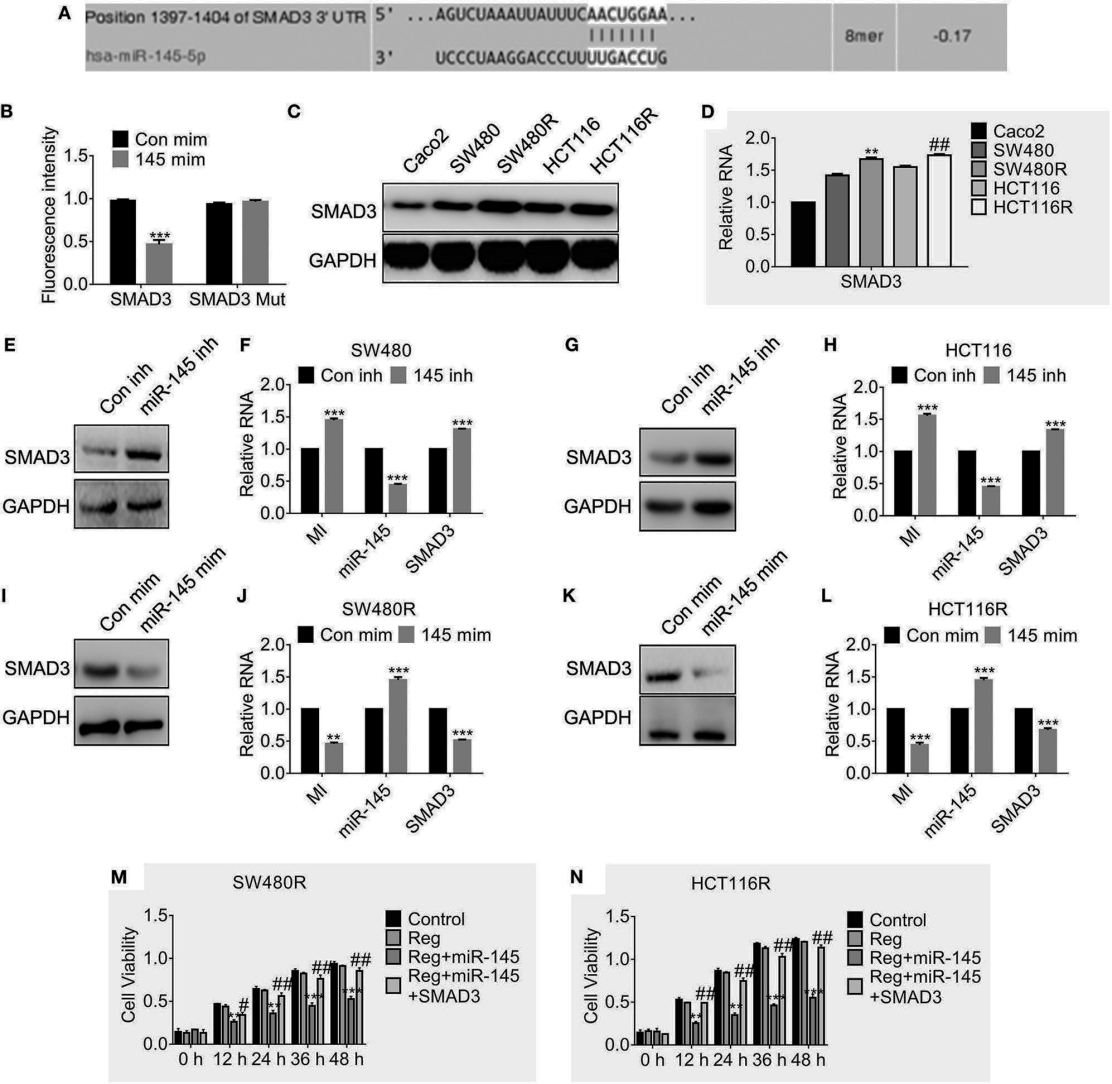
miR-145 targets SMAD3 and deregulated SMAD3-enhanced viability. **(A)** Schematic diagram of predictive binding sites of miR-145 and SMAD3. **(B)** Dual-luciferase activity of SMAD3 promotor. SMAD3, SMAD3 wild type 3′-UTR; SMAD3 MUT, SMAD3 mutant 3′-UTR. **(C,D)** The expression of SMAD3 in the indicated cells were accessed by western blot and qRT-PCR, separately. **P < 0.05, vs. SW480. ^*##*^*P* < 0.05, vs. HCT116. **(E–H)** The expression of SMAD3, MIR570MG and miR-145 in the indicated cells expressing miR-145 inhibitor. inh, inhibitor. ***P < 0.001, vs. control. **(I–L)** The expression of SMAD3, MIR570MG and miR-145 in the indicated cells expressing miR-145 mimic. mim, mimic. ***P < 0.001, vs. control. **(M,N)** The cell viability of the indicated cells was accessed by the MTT assay. Cells expressing miR-145 or miR-145 plus SMAD3 were exposed to 1 μM regorafenib. MTT assay was performed post-treatment at the indicated time-point. **P < 0.01, ***P < 0.001, vs. regorafenib; ^*##*^*P* < 0.01, vs. miR-145 exposed to Regorafenib. Data obtained from independent experiments thrice. Con mim, control mimic; 145 mim, miR-145 mimic; Con inh, control inhibitor; Reg, 1 μM regorafenib exposure.

### MIR570MG Confers Resistance Against Regorafenib via Rescuing SMAD3 From miR-145

To investigate the effect of MIR570MG: miR-145 interaction on cell viability, MTT assay was carried out. The results in Figures 5A,B showed the miR-145 diminished SW480R and HCT116R cell growth apparently, while MIR570MG recovered the growth. Moreover, the amounts of SW480R clones expressing miR-145 alone dropped obviously, whereas those expressing combination equaled control (Figure 5C). The identical results were observed in HCT116R cells (Figure 5D). Furthermore, overexpression of miR-145 in SW480R caused prominent G1 phase arrest while expression of miR-145 and MIR570MG concurrently induced equal G1 phase arrest compared to control (Figure 5E), as well as in HCT116R (Figure 5F). Meanwhile, Figures 5G,H proved that miR-145 promoted apoptosis of regorafenib-resistant cells, while the combination triggered similar apoptosis in comparison with control. To clarify the MIR570MG: miR-145 mediated mechanisms, SMAD3, apoptosis suppressor XIAP, G1/S transition key regulate complex Cyclin D1: Cyclin-dependent kinase 4 were determined. The expression of SMAD3, Cyclin D1, and CDK4 dropped in cells expressing miR-145 while XIAP raised (Figures 5I,K). The alteration of the mRNA agreed with that of protein (Figures 5J,L). To sum up, MIR570MG sponged miR-145 and retrieved SMAD3, activating SMAD3-related signaling cascades. As a result, cells acquired resistance to regorafenib.

**Figure 5:**
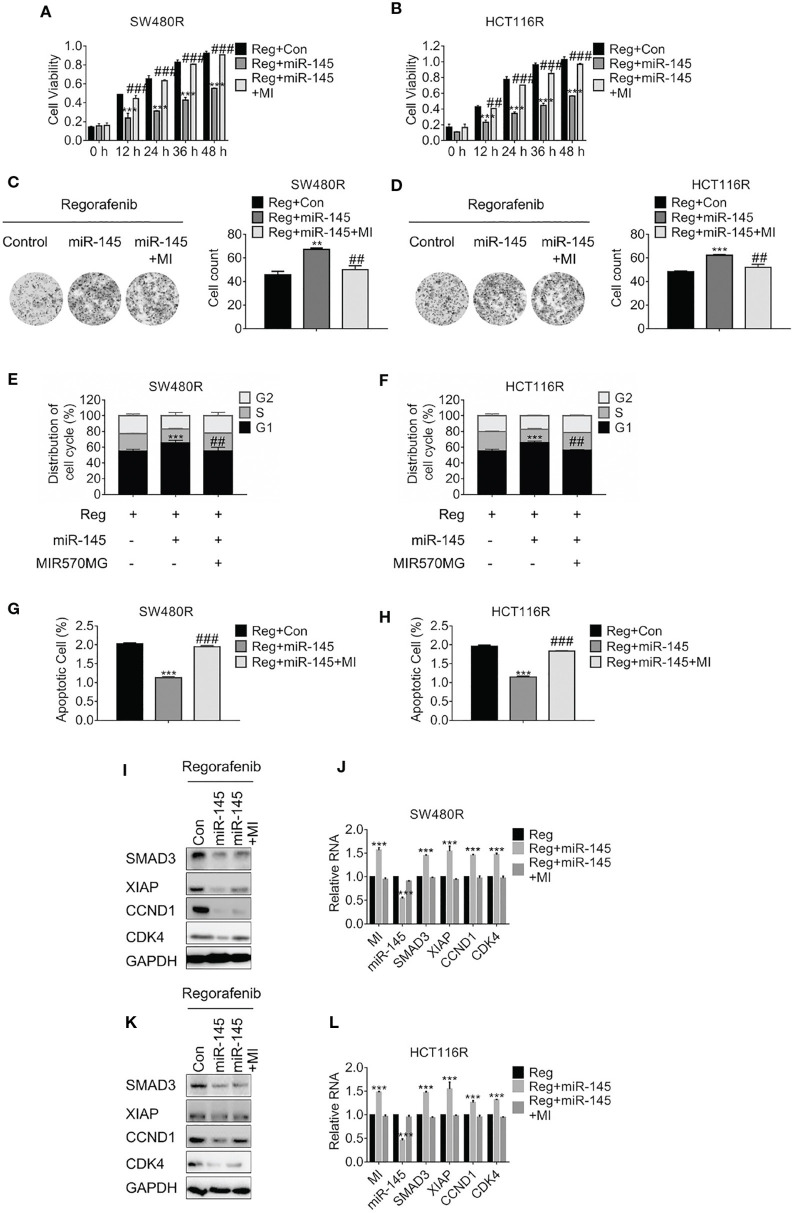
MIR570MG confers resistance against regorafenib by releasing SMAD3 from miR-145. **(A,B)** Cell viability of SW480R and HCT116R was accessed by MTT assay. Cells expressing miR-145 or miR-145 plus MIR570MG were treated with Regorafenib. MTT assay was conducted post-treatment at different time-points. **(C,D)** Colony formation of SW480R and HCT116R was performed post-regorafenib treatment. Cells were transfected with MIR570MG or the combination prior to regorafenib treatment. **(E,F)** Distribution of cell cycle of the indicated cells were analyzed by flow cytometry. Cells expressing miR-145 or the combination were exposed to 1 μM regorafenib for 24 h prior to flow cytometry analysis. **(G,H)** Apoptosis of SW480R and HCT116R was measured post-regorafenib treatment. Cells expressing miR-145 or combination were exposed to 1 μM regorafenib for 24 h. JC-1 assay was performed, followed by flow cytometry analysis post-treatment. The expression of the indicated genes in SW480R **(I,J)** and HCT116R **(K,L)** cells were measured by Western blot and qRT-PCR, separately. **P < 0.01, ***P < 0.001, vs. control exposed to regorafenib; ^*##*^*P* < 0.01, ^*###*^*P* < 0.001, vs. miR-145 exposed to regorafenib. Data obtained from three independent experiments. MI, MIR570MG; Reg, 1 μM regorafenib exposure.

### MIR570MG Restores Resistance Against Regorafenib by Sponging miR-145 in HCT116R Mouse Model

The effects of MIR570MG on tumor growth was determined in an HCT116R mouse model. After the establishment of tumors, mice received daily 30 mg/kg regorafenib or the corresponding vehicle for 4 weeks. The tumor volumes were recorded every 4 days and the tumors were weighed at day 28 as the indicator of tumor burden. The volumes of tumors carrying miR-145 kept stable for 28 days while those of control developed fast (Figure 6A). For comparison, the tumors expressing miR-145 and MIR570MG overgrew, suggesting that MIR570MG recovered the resistance to regorafenib by overcoming miR-145. In line with the alteration of tumor growth curves, the mean tumor weights of miR-145 alone dropped significantly (0.9 ± 0.2 vs. 1.8 ± 0.1 g), whereas those of combination fell moderately (1.5 ± 0.1 vs. 1.8 ± 0.1 g) in comparison with control (Figure 6B). Figure 6C showed the representative images of tumors that were consistent with the volume measurement in each group. Moreover, the expression of Smad3, XIAP, Cyclin D1, and Cdk4 reduced notably in tumors expressing miR-145 while that increased in tumors expressing the combination (Figure 6D), indicating that the changes *in vivo* were coinciding with those *in vitro*. Additionally, the stable transfection efficiency of MIR570MG and miR-145 was confirmed by qRT-PCR (Figure 6E). The alterations of the Smad3-regulated genes on RNA levels were identical to the changes in protein levels.

**Figure 6:**
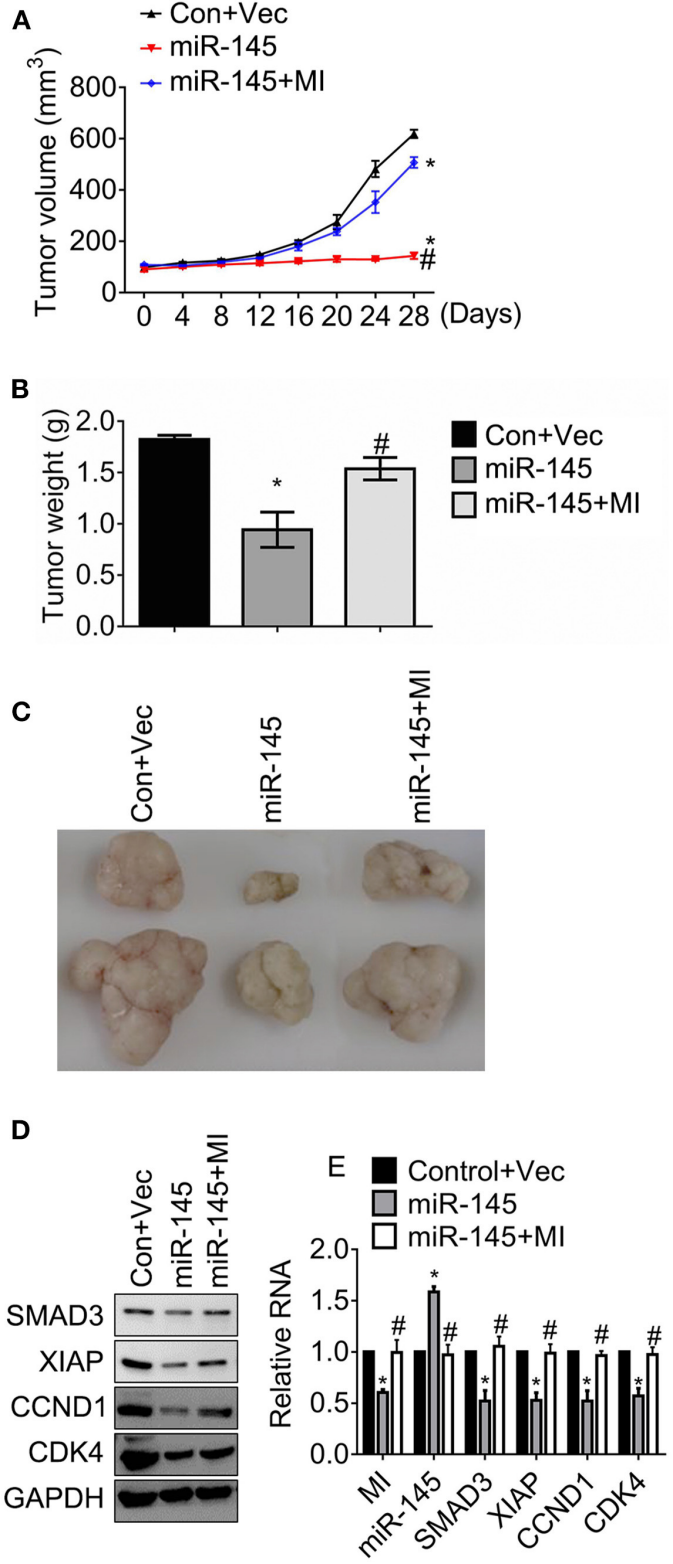
MIR570MG restores resistance against regorafenib by sponging miR-145 in HCT116R xenografts. Mice carrying ~100mm^3^ tumors were divided into three groups randomly (six per group) and tumor volumes were measured. **(A)** Tumor growth curves of HCT116R mouse models. **(B)** Tumor weights of HCT116R mouse models. **(C)** Representative images of tumors in each group. **(D)** The indicated protein expression was accessed by immunoblot. **(E)** The indicated lncRNA, miRNA and mRNA expression were analyzed by qRT-PCR. Data obtained from three independent experiments. *P < 0.05, vs. control. ^#^*P* < 0.05, vs. miR-145. Con, control; Vec, vector; MI, MIR570MG.

## Discussion

Regorafenib is an oral multi-kinases inhibitor that targets angiogenesis-related genes, including VEGFR1, VEGFR2, VEGFR3, and TIE2, as well as various oncogenes such as KIT, RET, RAF1, BRAF, PDGFR, FGFR, and p38 MAPK (11). Regorafenib has been used for late line treatment for several cancers including advanced colorectal cancer (12), hepatocellular carcinoma (13), and gastrointestinal stromal tumors (14). Particularly, regorafenib monotherapy for treating metastatic colorectal cancer was approved by the U.S. Food and Drug Administration due to the 1.5 months improvement in the CORRECT trial compared to the placebo (15). Despite the favorable outcome of regorafenib regimens in metastatic colorectal cancer, the primary and adaptive resistance to regorafenib restrains application in refractory and recurrent colorectal cancer. Given the characteristic of the multi-kinase suppression, potential mechanisms of resistance against regorafenib vary. Kort et al. demonstrated the multidrug efflux transporters Breast Cancer Resistance Protein and P-Glycoprotein hampered brain and testis accumulation of regorafenib in mice model, leading to limited response of brain metastasis (16). Ohya et al. indicated multidrug resistance protein 2 and organic anion transporting polypeptide 1B1 transported regorafenib (17). Mirone et al. evaluated the upregulated Notch-1 drove resistance to regorafenib in colorectal cancer cells (18). Tutusaos et al. elucidated the antiapoptotic BCL-2 proteins determined regorafenib resistance in hepatocellular carcinoma (19). Furthermore, Wang et al. revealed the unique isomerase Pin1 triggered the acquired resistance to regorafenib via activating epithelial-mesenchymal transition in hepatocellular carcinoma cells (20). Recently, Ou et al. proved the CC chemokine receptor 2 and β-catenin were involved in a positive-feedback loop and conferred tolerance to regorafenib in colorectal cancer (21). To date, compelling evidence has shown lncRNAs were involved in cancer progression by targeting different signaling pathways, including induction of chemo-, radio-, and targeted therapy resistance. However, the association of lncRNAs and resistance to regorafenib remains unknown. The present results that lncRNA MIR570MG was upregulated in acquired regorafenib-resistant cells filled the gaps among lncRNAs and the resistance against regorafenib. Overexpression of MIR570MG promoted cell survival, colony formation while reduced the G1 phase arrest, leading to antagonism toward regorafenib exposure.

Increasing evidence indicates that lncRNAs regulate gene expression post-transcriptionally by interacting with miRNAs. Like a sponge, lncRNAs bind to miRNAs with complementary sequences. For instance, lncRNA CRNDE enhanced chemoresistance via miR-181a-5p-mediated Wnt/β-catenin cascades (22). lncRNA MIR100HG-derived miR-100, together with miR-125b, promoted cetuximab resistance by activation of Wnt/β-catenin signaling (23). lncRNA KCNQ1OT1 inhibited miR-760/PPP1R1B and enhanced the methotrexate resistance via the cAMP signaling pathway (24). Our study validated that miR-145 as one of the sponges of MIR570MG, deregulated in the parental colon cancer cells while upregulated in the regorafenib-resistant cells. Furthermore, overexpression of miR-145 mimic, as well as a diminishment of MIR570MG, allowed the regorafenib-resistant cells regained response to regorafenib. Further investigation revealed that miR-145 bound to the 3′-UTR of *SMAD3* directly and reduced Smad3 expression. Apart from competing interacting with *SMAD3* in acquired regorafenib-resistance, miR-145 antagonized multiple oncogenes in colorectal cancer progression. For example, miR-145 confronted Snai1 and attenuated Snai1-mediated stemness and radiation resistance in colorectal cancer (25). Transcriptional modulator TCF4/β-catenin complex and histone trimethylation complex PRC2 repressed miR-145 simultaneously, initiated the negative feedback loops and promoted tumor progression (26). To describe the divergent roles of miR-145 in cancer progression, a profound understanding and global picture of miR-145 across multiple cancers would be essential.

Activation of Smad3 is pivotal in the TGFβ/Smad pathway via the interaction of TGFβ and receptor. Phosphor-TGFβ receptor phosphorylates and initiates Smad2 and Smad3; therefore, the trimeric complex Smad2: Smad3: Smad4 establishes and triggered cell growth and survival (27). In the present study, we showed miR-145 reduced *SMAD3* expression *in vitro* and *in vivo*, along with the decrease of Cdk4/Cyclin D1 and XIAP. The results were consistent with the previous report that Cdk4 inhibition dephosphorylated Smads (28). The results suggested that miR-145 worked as a tumor suppressor in acquired regorafenib-resistant colon cancer cells.

Although the above findings extend the knowledge of MIR570MG-mediated resistance to regorafenib, further experiments to elucidate the interaction between tumor cells and microenvironment may be required. Furthermore, to explore the expression of MIR570MG in different stages of colon cancer, clinical specimens of pre- or post-targeted therapy, as well as the recurrent tumor samples, should be collected. Besides, the alteration of genomics, at least the regorafenib-targeted oncogenes, should be clarified.

In summary, we provided evidence that lncRNA MIR570MG augmented in regorafenib-resistant colon cancer cells and conferred resistance by sponging with miR-145, leading to the promotion of Smad3-mediated cell survival, colony formation, and tumor growth.

## Data Availability Statement

The datasets generated for this study can be found in the NCBI Gene Expression Omnibus (GSE141134).

## Ethics Statement

The animal study was reviewed and approved by the Medical Ethics Committee of the Fourth Affiliated Hospital of China Medical University.

## Author Contributions

FW wrote the main manuscript. MW, ZL, and YW performed the experiments. FW and YZ designed the research. FW, MW, and YZ performed data analysis. ZL, YW, and YZ contributed to manuscript revisions. All authors reviewed the manuscript and read and approved the final manuscript.

### Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

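RNA from 3 clones of SW480 and 3 clones of SW480R was measured with an RT-qPCR array of 96 wells. The 6 samples were assigned to cell lines and clone numbers from their labels, and no sample was left out. The authors deposited 3 kinds of values. The raw values are Ct, which the authors read from the instrument after up to 40 cycles, a log2 scale that runs backwards. The ΔCt, treated as a score because the text columns of that table are irregular, are the authors' normalized values, made by subtracting a reference Ct from each Ct. The fold changes in the deposited table are ratios computed by the authors as 2 to the power of the negative difference in ΔCt between SW480R and SW480 clones of the same number. Recomputing them from the ΔCt gave the same ratios to within 0.00033% for all 84 lncRNA assays. The paper states that the data were analyzed with the GeneGlobe web tool of the array maker, with lncRNAs called at a fold change above 1 and a P-value threshold of 0.05.

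The subtraction of both tables showed 2 normalizations, 18.51 cycles in every clone for 63 wells and each clone's own mean of the 5 reference assays for 33 wells. The main results used the deposited ΔCt with the sign reversed. The 84 lncRNA assays were fitted in R 4.3.3 with limma 3.58.1 (lmFit and eBayes) with the cell line as the only term, and two-sided P-values were adjusted over the 84 assays by the Benjamini-Hochberg method. Reference and control wells were described but not tested with the lncRNAs. Each adjusted P in the text comes from limma unless the sentence says otherwise. Single values were compared with two-sided exact permutation tests over all splits of 6 clones into 3 and 3. The fit was tested on simulated data, on 100 panels of 84 assays with 12 assays changed by 1 cycle and an SD of 0.254 cycles. It recovered 97.8% of the changed assays, and 4.71% of its calls were unchanged assays. The simulated noise was independent and had the same SD in every assay. These rates therefore do not cover the whole-cycle form of the real Ct, the mixed normalization or changes below 1 cycle. In this design each value rests on 3 clones per line with 1 well each, so well-to-well error and differences between clones were not separated.

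The lncRNAs named in the text were set by a rule written before the data were examined. They are the lncRNAs the paper names, where the array lists them, the reference and control assays, and the 5 lncRNAs that rose most and the 5 that fell most among those with an unadjusted P-value past 0.05, no overlap between the lines and a Ct below 35 in at least 3 of the 6 clones. Of the lncRNAs the paper names, KCNQ1OT1 is listed, and no assay carries the names MIR570MG, CRNDE or MIR100HG. Other assays were named after their values were seen. The RefSeq gene table of GRCh38.p14 matched 25 of the 84 lncRNA assays by symbol, synonym or accession. It was used for names and overlapping genes only, because the array's annotation names no genome build. The table as used here holds 0 Ensembl identifiers, so the assay AC069513.3, listed by such an identifier and without a transcript, could be looked up by its name only. The table has no entry under the names MIR570MG or AC069513.3, which does not show whether they are the same gene. It has an entry for MIR570HG, with the synonym LINC00969, and no assay is listed under either of these names. Primer positions were not analysed here.

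The 17 alternatives set before the data were examined were normalization to the mean of all lncRNA assays, each reference assay alone, a Ct limit of 35, a filter on a mean Ct below 35, a linear scale and a log2 scale without the shared estimate of the spread, the clone number as a block, and leaving out each clone in turn. Another 2 alternatives, each clone's own mean of the reference assays in all assays and the raw Ct without normalization, were chosen after seeing the data.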

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

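The main limma fit, the alternatives set before the data were examined and the count of splits were planned. The other tests in this part were chosen after the results were seen. The paper names 1 lncRNA from the array, and 10 lncRNA assays had a higher level in every SW480R clone than in every control SW480 clone, with adjusted P-values past the threshold. Their log2 fold changes were 6.09 for AC069513.3, 3.24 for H19, 3.14 for KCNQ1OT1, 1.54 for lnc-PSMC5-1 and 1.35 for CTD-2201E18.3 (well B03). They were 1.32 for lnc-ZXDB-1 (well B04), 1.27 for SVIL-AS1 (well E08), 1.24 for TSIX and 1.14 for AC068039.4. The assay in well C09, with the gene identifier ENSG00000227066, had 1.03. The last 5 of these fall outside the naming rule and were chosen after their values were seen. The paper does not report any of them for the array under these names. ENSG00000227066 depended most on the processing. Its adjusted P of 0.00088 rose to 0.19 without the shared estimate of the spread and to 0.077 without SW480R clone 2. Over all the alternatives it ranged from 9.2e-05 to 0.21. Without the shared estimate of the spread, 8 of the 10 passed on the log2 scale and 8 on the linear scale. Besides ENSG00000227066, the log2 fit lost lnc-ZXDB-1 (well B04, adjusted P = 0.063) and the linear fit lost TSIX (adjusted P = 0.15). With GAPDH alone 8 of the 10 passed, and AC068039.4 was lost as well (adjusted P = 0.066 from limma).

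The tables argue against several technical explanations. With each clone's own mean of the reference assays subtracted in all assays, 10 of the 10 assays were still higher after adjustment, which argues against the mixed normalization as the cause. A difference in RNA or cDNA input behind the 10 assays would have moved the 5 reference assays by a cycle or more, if these follow the input. Their mean Ct was 0.068 cycles lower in SW480R. That they follow the input was not shown, since subtracting them did not lower the spread between clones. The mean Ct of the 84 lncRNA assays, which does not rest on them, differed by -0.16 cycles in SW480R. The genomic DNA control of SW480R came up at least 13.39 cycles after the latest of the 10 assays, too late for genomic DNA to carry them. The 6 reverse transcription and PCR control wells gained 0.139 cycles on average in SW480R, far less than the 10 assays.

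An effect of the well that is the same in every array cancels in the difference between the lines, because the layout was the same for all clones, and cannot give the 10 higher assays. What stays open is an effect of the well that differs between the arrays of SW480 and those of SW480R. It cannot be told apart from a difference between the lines, because each assay sat in 1 well and no array held both lines. Of the 3 transcripts listed in a pair of wells, 2 changed in one well of the pair and not in the other. The count of assays past the adjusted threshold was also set against other splits. Of the 10 splits of the 6 clones into 3 and 3, 1 gave as many as 16 assays, the real one. The other 9 gave 0 assays each, with between 0 and 2 at an unadjusted P-value threshold of 0.05. This design cannot give a share below 0.1. The 9 other splits mix the lines, so a real difference between the lines enters their spread and keeps their counts low. These low counts therefore cannot decide on chance in the grouping. The 10 higher assays had log2 fold changes of 1.03 to 6.09, and their SD of ΔCt between clones was at most 0.51 cycles in either line. They were picked from these data for such differences, so these values are no separate test of chance. Over all 84 assays, without picking, the lines did not overlap in 23, 12 higher and 11 lower, against 8.4 by chance. This argues against chance for the array as a whole and does not speak for single assays. In lnc-NOCT-10, counted among the 23, a clone of each line had the same raw Ct of 21.53, so only the last digits of ΔCt set them apart. The spread between clones rests on Ct whose whole-cycle form was not explained. A biological difference between the lines, from regorafenib or from the longer culture of SW480R, was not tested, and the design does not separate the drug from the time in culture.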

How the results depend on the processing

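Of 25 lncRNA assays named in the text, tried under 19 alternatives (17 set before the data were examined and 2 chosen after seeing the data), 424 of the 475 log2 fold changes kept their direction and their side of the adjusted threshold, 27 kept the direction but lost the threshold and 24 reversed. AC069513.3, H19, KCNQ1OT1, lnc-PSMC5-1, CTD-2201E18.3 (well B03), SVIL-AS1 (well E08), lnc-CTAGE5-4, MEG8 and HOXA-AS2 passed the adjusted threshold in the same direction under all 19. The 24 reversals were in assays near 0 that never passed. With GAPDH alone the log2 fold change was -0.20 for CTD-2201E18.3 (well A11) and FAM95B1 (well D05), -0.33 for ENSG00000278467 (well B01) and -0.29 for SVIL-AS1 (well F10). ENSG00000278467 (well B01) and SVIL-AS1 (well F10) were at -0.069 and -0.022 with the mean of all lncRNA assays and at -0.070 and -0.023 with RPLP0 alone. With B2M alone and with HPRT1 alone, lnc-ZXDB-1 (well A12) was at 0.027 and 0.013, FAM95B1 (well D01) at 0.020 and 0.0067, CTC-459F4.3 (well D03) at 0.12 and 0.11, and CTD-2201E18.3 (well F06) at 0.063 and 0.050. Across the 6 fits that each left out one clone these ranged from -0.288 to 0.0904, from -0.303 to 0.0972, from -0.0754 to 0.126 and from -0.278 to 0.101, and ENSG00000278467 (well B01) from -0.19 to 0.23.

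The counts depended on the reference. Against 18 assays past the unadjusted threshold (11 higher, 7 lower), 31 passed with GAPDH alone, 9 higher and 22 lower. With the mean of all lncRNA assays 26 passed, 10 higher and 16 lower. With ACTB, B2M or HPRT1 alone, 4 assays were lower at the unadjusted threshold, against 7. After adjustment, against 16 (10 higher, 6 lower), 19 passed with GAPDH alone, 8 higher and 11 lower, so that 42.1% of the calls were higher against 62.5%. Of these 19, 14 were among the 16. These references also moved the median log2 fold change of all 84 assays, by -0.41 with GAPDH, by -0.15 with the mean of all lncRNA assays or RPLP0, by 0.14 with B2M and by 0.12 with HPRT1. The construction shows why the median shifts, since relative to the raw Ct every assay moves by the reference's own difference in Ct between the lines, which was -0.42 cycles for GAPDH, -0.16 for RPLP0, -0.16 for the mean of all lncRNA assays, 0.13 for B2M, 0.11 for HPRT1 and -0.0033 for ACTB. A single reference also brings its own spread between clones, and the cause of the changed counts was not tested. Leaving out each clone in turn gave from 14 to 16 assays after adjustment.

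FAM95B1 (well E05) and CTC-459F4.3 (well D06), the smallest of the 16 differences, lost the adjusted threshold most often, 8 and 10 times. The Ct limit of 35 and the filter on a mean Ct below 35 touched no lncRNA assay, so they test nothing.

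With the clone number as a replicate block, 15 assays passed after adjustment, all among the 16. Deviations of SW480 and SW480R clones of the same number correlated across assays at 0.01, -0.14 and 0.16, so these clones share only a number.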

Differences from the paper's values

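The paper reports a higher level of MIR570MG in regorafenib-resistant cells on the array. None of the 84 lncRNA assays carries that name, so no value was computed here under that name in any setting. The largest difference on the array was that of AC069513.3, with a log2 fold change of 6.09. Whether this assay measures MIR570MG is left open. The array's annotation does not pair the names, and the RefSeq table could not be searched by the assay's Ensembl identifier. That table has the similar name MIR570HG, with the synonym LINC00969, under which no assay is listed either.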

Other observations

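The main limma fit, the alternatives set before the data were examined and the tests of the reference assays were planned. The other tests in this part were chosen after the results were seen. In 190 of 192 groups of 3 clones (96 wells in each line), the raw Ct of the clones lay within one whole cycle. The exceptions were 1 group in well C02 and 1 in well H04. A chance position of the whole-cycle limits was tested by shifting each group by a random part of a cycle. In 10000 such sets the mean number of groups within one whole cycle was 95.4 and the highest was 124 (permutation P = 0.0001, the smallest that 10000 sets can give), so chance does not explain the 190. With all Ct shifted by 0.5 cycles, 52 groups remained within one whole cycle. The median SD was 0.25 cycles for the reference assays and 0.25 for the lncRNA assays, and 0.34 for the genomic DNA control near 35 cycles, where 0.29 is the SD of values spread evenly over 1 cycle. In 70 lncRNA assays the 6 clones of both lines lay within the same whole cycle. These were all 68 assays that did not pass after adjustment, with FAM95B1 (well E05) and CTC-459F4.3 (well D06). In every other assay that passed, no SW480R clone shared a whole cycle with an SW480 clone. Whether an assay passed therefore went closely with the whole-cycle form. What gives the Ct this form was not tested. The limma P-values rest on the spread between clones, so they are in doubt to the same extent. The standard errors and the choice of assays that passed are in doubt as well. No biological explanation was tested.

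The mean Ct of the 5 reference assays differed between the SW480 clones, by 0.24, -0.33 and 0.09 cycles from their mean in clones 1, 2 and 3. If the cDNA input differed between clones, the lncRNA assays of a clone would deviate together. Their mean deviations in the same clones were -0.04, 0.02 and 0.02 cycles, and over both lines the clone means varied no more than after shuffling the clones within each assay (permutation P = 0.58, 10000 permutations). Subtracting each clone's own mean of the reference assays multiplied the median SD between clones by 1.30, from 0.254 to 0.329 cycles, where references that track the input would have lowered it. In SW480 the median SD went from 0.265 to 0.406 cycles, and in SW480R from 0.235 to 0.239 cycles. The results argue against a shared difference in input between clones. Among the reference assays, GAPDH differed most between the lines (-0.42 cycles in SW480R, exact permutation P = 0.1, the smallest possible), and the others differed by -0.16 to 0.13 cycles. No biological explanation was tested.

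Of the 84 lncRNA assays, 3 transcripts are listed in a pair of wells each. The log2 fold change of lnc-ZXDB-1 was -0.10 in well A12 and 1.32 in well B04, and that of CTD-2201E18.3 was 0.23 in well A11 and 1.35 in well B03. The differences between the wells were 1.42 and 1.12 on the log2 scale, and in both transcripts the 3 SW480R differences lay above the 3 SW480 differences (exact permutation P = 0.1, the smallest possible). Noise between wells with a standard error of 0.25 per log2 fold change would seldom give a difference of 1.42. For ENSG00000278467 the wells A10 and B01 differed by 0.30 (exact permutation P = 0.5). The assays of SVIL-AS1 are for 3 transcripts, with log2 fold changes of 1.27 in well E08, -1.97 in well G09 and 0.07 in well F10. The first 2 kept their direction under all 19 alternatives. Well G09 lost the adjusted threshold on the linear scale without the shared estimate of the spread (adjusted P = 0.12 from that fit). Well F10 turned negative with the mean of all lncRNA assays, GAPDH or RPLP0. Other transcripts of 3 of the changed lncRNAs were also measured. The log2 fold changes were -0.11 (well D01) and 0.22 (well D05) for FAM95B1, against -0.69 in well E05. They were -0.0077 (well D03) for CTC-459F4.3, against -0.67 in well D06, and -0.13 (well F06) for CTD-2201E18.3, and none of these 4 passed after adjustment. In well D05 the 3 SW480R clones lay above the 3 SW480 clones, and its direction reversed with GAPDH alone. The directions in wells D01, D03 and F06 reversed with B2M or HPRT1 alone, and also without SW480 clone 3 or SW480R clone 1 (D01), SW480 clone 3 or SW480R clone 3 (D03) and SW480R clone 1 (F06). Different primers for the same transcript, a difference between the wells that was not the same in the arrays of both lines and an error in the listed transcripts remain open, and transcript variants that change in opposite directions are an untested biological explanation for SVIL-AS1.

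Neighbouring wells had similar values. Of the 83 pairs of neighbouring lncRNA wells in plate order, 69 had a mean SW480 Ct in the same whole cycle. In 10000 shuffled orders the mean was 32.2 pairs and the highest 46 (permutation P = 0.0001, the smallest possible), which argues against a random order of the assays on the plate. Assays that passed after adjustment in the same direction were also neighbours in 8 pairs, against a mean of 1.45 and a highest count of 6 in the shuffled orders. For the shared Ct level, an order of the assays by level and an effect of the well remain open, since each assay had 1 well. For the shared change, an effect of the well common to all arrays cancels, and one that differs between the arrays of the lines remains open, as does the order in which the assays were laid out. No biological explanation was tested.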
